A study of Mus musculus with 23 samples.

How the data were processed

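Polyadenylated RNA of 23 libraries was sequenced: gastrocnemius of 4 WT, 4 HL1002P and 3 HH mice, and fat of 4 mice of each genotype, per the labels. The authors deposited raw counts per gene for all libraries in 1 table of 24062 gene symbols. Per the submitters' processing notes, reads were aligned to mm10 with TopHat2 2.0.14 and Bowtie2 2.2.6 and counted with featureCounts 1.4.6 of the Subread package. The gene annotation, the strand setting of the counting, the handling of reads that map to several places and any filter on reads were not given in the sources used here. The library kit named in the labels does not keep the strand. All values of the table were whole numbers, every column matched 1 sample, and 3605 genes had no count in any library. Library totals were 22.6 to 58.8 M counts, and read counts without molecular identifiers are not independent molecules, so the counting intervals given cover counting error only. Gene positions came from the RefSeq annotation of GRCm38, in which 23901 of the 24062 symbols were found.

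The comparisons, the tests and the gene lists were fixed before the data were examined, except those stated below to be chosen later. These exceptions include the list of lymph node genes. Genes were tested in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr by group, and quasi-likelihood F tests with 1 coefficient per genotype, fitted to all libraries of a tissue. Changed genes had a Benjamini-Hochberg adjusted p under 0.05. Levels are normalised read counts (CPM) on TMM-scaled library sizes with SD, and log2 fold changes carry their SE. In each tissue HL1002P was compared with WT, HH with WT, and HL1002P with HH. The difference of a mutant's effect between tissues was tested as an interaction in 1 edgeR fit of all 23 libraries, over genes with a mean of at least 1 CPM in each tissue. Libraries were treated as independent there.

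Lists of genes (33) covering processes and cell types were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, on log2 CPM with a prior count of 2. The sex-linked list served as a check and a list with fewer than 5 tested genes was left out, so 31 lists were tested in each comparison, with Benjamini-Hochberg adjustment over them. For each list the number of members past the test was also taken with the adjustment made over the list alone. Calls within 20 Mb of Bub1b were compared with those elsewhere by a 2-sided Fisher's exact test, with Bub1b left out. The number of genes changed in both mutants was set beside that of independent lists, of 20 simulations of unchanged groups that share a control, and of all 6 ways to give each comparison its own 2 WT libraries.

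Genes were named by a rule. Bub1b and Cdkn2a were always named. For each mutant against WT, the 8 largest rises and the 8 largest falls were named among changed genes with a mean of at least 1 CPM over both groups and no overlap between the groups' libraries, passing over predicted genes, pseudogenes and clone names. For HL1002P against HH, 4 and 4 were named, and where no gene passed, the 3 with the smallest p in each direction, as not passing. Of the 5 lists with the smallest camera p (3 for HL1002P against HH), up to 3 members past the test were named. Genes named outside the rule are marked as chosen after their values were seen.

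Replicate numbers were checked as pairs by correlating, across genes, the deviations of same-numbered libraries from their group means. In HL1002P against HH muscle all 3 same-numbered pairs correlated above 0.1 (r = 0.217 to 0.287 across genes, which are not independent replicates), and each library matched its own number best. A fit with the number as a block is given with the other alternatives. Sex was read from Xist and 4 Y-linked genes.

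The whole procedure was tested on simulated data with the size, depth and spread of these libraries. For HL1002P against WT muscle edgeR recovered 69.7% of genes changed by log2 1 and 84.8% of those changed by log2 2, with 9 false calls. For HH against WT muscle the shares were 65.0% and 85.7%, with 3 false calls. For HL1002P against WT fat they were 30.3% and 72.4% (3 false calls), and for HH against WT fat 41.7% and 71.7% (11 false calls). DESeq2 made 37, 23, 50 and 67 false calls in these 4 comparisons, more than edgeR in each. It also recovered more of the genes changed by log2 1 in each (76.0%, 75.0%, 52.6% and 58.3%). Of those changed by log2 2 it recovered 90.0%, 85.0%, 80.0% and 79.4%, more than edgeR except in HH muscle. The interaction test recovered 33.3% and 80.4% for HL1002P (6 false calls) and 20.7% and 81.5% for HH (4 false calls). Of 200 genes changed in both mutants, 128 were called in both in muscle and 76 in fat. A list shifted by log2 0.5 was called in each tissue by camera with the preset and with the estimated correlation and by fry, and camera called 0 of 30 other lists. The simulated data were matched in size, depth and spread, not in the correlation between genes of a list. In fat the estimated correlation of the real lists ran from −0.11 (tendon markers) to 0.94 (B and T lymphocyte markers). The simulation therefore cannot measure false list calls at the preset correlation.

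The alternatives were DESeq2 1.42.0, limma voom with quality weights, RLE size factors, no low-count filter, a stricter filter (mean of at least 1 CPM), only the compared groups in the fit, a block for the replicate number, a sex covariate, counts thinned to the smallest library, each library left out in turn, windows of 10 and 40 Mb, and fry or an estimated correlation for the lists. Alternatives chosen after the data were seen were libraries of 1 sex pattern only, a lymphocyte covariate in fat, fat without the 2 libraries richest in muscle transcripts, and muscle calls without genes near Bub1b.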

Results

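Polyadenylated RNA abundance was measured in 2 tissues of mice of mixed 129Sve/C57BL/6 background aged 8 to 10 months. The tissues were gastrocnemius, a hind limb muscle (skM in the labels), and fat (IAT in the labels, which do not spell the abbreviation out). The mice carried mutant alleles of Bub1b, the gene of the spindle assembly checkpoint protein BubR1, whose loss underlies mosaic variegated aneuploidy in people. HH libraries came from mice with a pair of hypomorphic (H) alleles, and HL1002P libraries from mice with an H allele and a missense allele; WT is wild type. Muscle had 4 WT, 4 HL1002P and 3 HH libraries, and fat had 4 of each genotype. Totals were 34.1 to 55.3 M counts per muscle library and 22.6 to 58.8 M per fat library. Between 16121 and 16793 genes had a count in a muscle library, and between 17115 and 18338 in a fat library. The 10 most abundant genes held 19.9% to 26.9% of the counts in muscle and 4.7% to 8.9% in fat. The labels give the replicates as separate samples and say nothing more of them, so each p value measures the spread between samples. The labels give no sex. Xist or the Y-linked genes marked 2 WT, 2 HL1002P and 1 HH muscle library, and 2 WT, 1 HL1002P and 1 HH fat library, as female; the others carried Y-linked transcripts.

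Bub1b (chromosome 2, 118598202 to 118641592, GRCm38) was lower in every mutant muscle library than in every WT one. Its level in WT muscle was 0.83 ± 0.102 CPM (normalised read count; SD, n = 4), and it fell to 0.210 ± 0.042 (n = 4) in HL1002P, a log2 fold change of −1.96 ± 0.32 (SE; edgeR adjusted p = 0.0498). HH muscle held 0.395 ± 0.109 CPM (SD, n = 3), and its log2 fold change of −1.07 ± 0.33 did not pass (edgeR adjusted p = 0.147). Both values rest on few counts: 154 in all WT, 38 in all HL1002P and 55 in all HH muscle libraries. The HL1002P call sat at the threshold and was lost without any 1 of its 8 libraries, and with 7 of the other settings tried. In fat, Bub1b was 9.88 ± 1.99 CPM (SD, n = 4) in WT, 17.2 ± 7.57 (n = 4) in HL1002P and 10.2 ± 3.51 (n = 4) in HH. Neither fat difference passed (edgeR adjusted p = 0.118 and 0.932). Bub1b in HL1002P fat did pass with limma voom (log2 fold change 1.02), without HL1002P replicate 4 (1.14) and among libraries with Y-linked transcripts (1.17). Among libraries with Xist (2 WT and 1 HL1002P) its value turned to −0.76. With the lymphocyte markers as a covariate its value turned to −0.35 and that of HH to −0.93. Cdkn2a (chromosome 4, 89274473 to 89294619) encodes the cell cycle inhibitors p16 and p19Arf and marks senescent cells. In fat it rose from 1.44 ± 0.484 CPM (SD, n = 4) in WT to 5.37 ± 1.22 (n = 4) in HL1002P and 5.14 ± 3.24 (n = 4) in HH. The log2 fold changes were 1.90 ± 0.45 (SE; edgeR adjusted p = 0.0134) and 1.84 ± 0.45 (adjusted p = 0.0205). The HH call was kept in 5 of 8 fits with 1 library left out; it was lost without WT replicate 1, HH replicate 2 (log2 fold change 1.44) or HH replicate 3, and with limma voom. With the mean of the lymphocyte markers as a covariate neither passed, at 0.88 ± 0.69 in HL1002P and 0.92 ± 0.65 in HH. In muscle it was 0.0637 ± 0.0504 CPM in WT (12 counts in all), 0.620 ± 0.234 in HL1002P and 0.662 ± 0.244 in HH. Every mutant muscle library was above every WT one, and neither difference passed (edgeR adjusted p = 0.0957 and 0.0509). The list of CDK inhibitors and secreted factors of senescent cells was not called in fat. In HL1002P fat 6 of 29 members rose and 3 fell (median log2 fold change 0.22, camera adjusted p = 0.627). In HH fat 6 rose and 5 fell (median 0.16, camera adjusted p = 0.815).

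**Figure D1:**
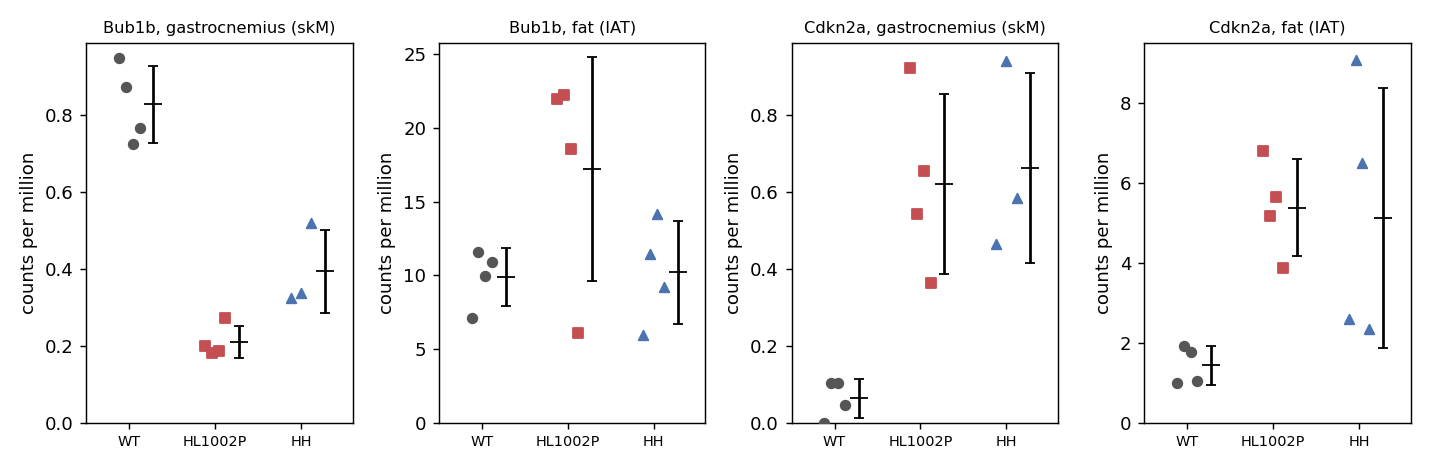
Normalised read counts (CPM) of Bub1b and Cdkn2a (vertical axes, starting at 0) in each muscle and fat library, as points by genotype, with the group mean and SD. Bub1b means were 0.83 in WT, 0.210 in HL1002P and 0.395 in HH muscle, and Cdkn2a means in fat were 1.44, 5.37 and 5.14.

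The comparison of HL1002P with WT muscle asked which transcripts moved in a tissue whose wasting is part of the progeroid phenotype known for BubR1 hypomorphic mice. Aldh3a1, an aldehyde dehydrogenase, rose from 0.342 ± 0.156 to 2.90 ± 0.350 CPM (SD, n = 4 and 4), a log2 fold change of 3.08 ± 0.34 (SE; edgeR adjusted p = 0.0050). Igfn1, a sarcomere-associated protein of skeletal muscle, rose by 2.75 ± 0.43 on the log2 scale. The lipocalin Apod rose 2.82-fold (log2 SE 0.24), the secreted phosphoprotein osteopontin (Spp1) by 0.95 ± 0.16, and the nudix hydrolase Nudt16 by 0.79 ± 0.13. Fabp3, the fatty acid binding protein of heart and oxidative muscle, fell from 853 ± 170 to 444 ± 45.4 CPM (log2 fold change −0.94 ± 0.16, edgeR adjusted p = 0.0499). Glo1, which detoxifies methylglyoxal, had a log2 fold change of −0.72 ± 0.09 (adjusted p = 0.0114). In all, 17 of 14580 genes passed, 11 higher and 6 lower, with 1537 at an unadjusted p under 0.05. With genes near Bub1b left out, 2 genes passed.

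Fatty acid oxidation genes were lower as a group in HL1002P muscle: of 26 measured, 1 fell (Fabp3), none rose and 25 did not pass. Adjusted over the list alone 14 fell. The median log2 fold change was −0.35 (camera adjusted p = 8.3e-11), with adjusted p = 0.358 with an estimated correlation. None of the 22 macrophage markers passed over all genes tested, and 15 rose adjusted over the list alone, with a median of 0.99 (camera adjusted p = 2.6e-10; adjusted p = 0.516 with an estimated correlation). Of 23 genes known to respond to denervation none passed over all genes tested; 13 rose and 1 fell adjusted over the list alone, with a median of 1.12 (camera adjusted p = 1.0e-07; adjusted p = 0.354 with an estimated correlation). Of 24 CDK inhibitors and secreted factors of senescent cells, 1 rose over all genes and 6 adjusted over the list alone, with a median of 0.82 (camera adjusted p = 4.7e-05; adjusted p = 0.354 with an estimated correlation). Of 21 satellite cell and regeneration genes, 1 rose over all genes and 6 adjusted over the list alone (median 0.35; camera adjusted p = 1.8e-04; adjusted p = 0.154 with an estimated correlation). Camera with its preset correlation called 15 of 31 lists, 11 higher and 4 lower, and with an estimated correlation it called none. The gene count was 179 with DESeq2, which made 37 false calls on simulated data where edgeR made 9, and by edgeR 8 in a fit of the compared groups alone, 10 under a stricter filter or after thinning, 2 among libraries with Y-linked transcripts, and 0 of 14945 tested among those with Xist, where 1981 had an unadjusted p under 0.05. With 1 library left out at a time, the calls of Apod, Spp1 and Nudt16 were kept in 0 of 8 fits, those of Igfn1 and Fabp3 in 1, that of Glo1 in 6 and that of Aldh3a1 in 8.

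The gene with the smallest p between HH and WT muscle, 3 libraries against 4, was Pttg1 (chromosome 11, 43420244 to 43427463), which encodes securin, the inhibitor of separase. Pttg1 fell from 32.4 ± 5.92 to 1.45 ± 0.329 CPM (SD), a log2 fold change of −4.48 ± 0.20 (SE; edgeR adjusted p = 3.9e-07). Where copies of Pttg1 elsewhere in the genome share its reads its level is uncertain, because no rule for reads that map to several places was given. Strain variants at Pttg1 on the mixed background were not tested. Igfn1 rose from 12.04 ± 5.60 to 231 ± 87.6 CPM (log2 fold change 4.26 ± 0.47, edgeR adjusted p = 0.0021). Other genes with large rises were Cyp2e1 (2.66 ± 0.38 on the log2 scale), a cytochrome P450, Katnal2 (2.39 ± 0.37), a katanin-like protein, Cilp (2.39 ± 0.41), a cartilage matrix protein, and Mlph (2.29 ± 0.30), melanophilin. Peg3 (4.01-fold, log2 SE 0.35), an imprinted zinc finger gene, Stra6 (1.97 ± 0.34), a retinol receptor, and Scube1 (1.82 ± 0.32) rose as well. Genes that fell included Amph (−2.50 ± 0.44), a membrane-bending protein, Lypd6 (−1.82 ± 0.28), the ubiquitin ligase gene Park2 (−1.67 ± 0.26) and Cyp39a1 (−1.35 ± 0.24), an oxysterol hydroxylase. Lrrcc1 (−1.29 ± 0.21), a centrosomal protein, and the Wnt receptor gene Fzd9 (−1.27 ± 0.23) fell too. In all, 55 of 14580 genes passed, 29 higher and 26 lower, with 2413 at an unadjusted p under 0.05.

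Fatty acid oxidation was again the list with the smallest p in HH muscle: 5 of 26 members fell, none rose and 21 did not pass, with 17 falling adjusted over the list alone. Fabp3 fell from 853 ± 170 to 273 ± 46.9 CPM (log2 fold change −1.64 ± 0.18), Acaa2, a mitochondrial thiolase, by 0.79 ± 0.12 on the log2 scale, and Hadhb, the thiolase subunit of the trifunctional protein, by 0.70 ± 0.11. The list median was −0.45 (camera adjusted p = 2.4e-14; adjusted p = 0.332 with an estimated correlation). Oxidative phosphorylation genes had a median of −0.18, with none of 28 past the test and 1 lower adjusted over the list alone (camera adjusted p = 1.2e-05; adjusted p = 0.635 with an estimated correlation). None of 23 denervation-responsive genes passed over all genes tested, and 14 rose and 3 fell adjusted over the list alone (median 1.17; camera adjusted p = 1.2e-05; adjusted p = 0.332 with an estimated correlation). Of 28 targets of p53, 2 rose over all genes and 5 adjusted over the list alone (median 0.38; camera adjusted p = 3.6e-04; adjusted p = 0.332 with an estimated correlation). Markers of other cell types moved beside these groups: macrophage markers had a median of 0.63 (0 of 22 past the test and 0 adjusted over the list alone; camera adjusted p = 2.6e-04; adjusted p = 0.635 with an estimated correlation). Tendon markers had a median of −1.12, with 0 of 11 past the test and 1 higher and 7 lower adjusted over the list alone (camera adjusted p = 3.0e-05; adjusted p = 0.332 with an estimated correlation). Camera called 16 of 31 lists, 10 higher and 6 lower; none with an estimated correlation. DESeq2 called 628 genes, a fit of the compared groups alone 85 and a fit with a sex covariate 221; 6 passed among libraries with Y-linked transcripts and 15 among those with Xist, 2 WT and 1 HH, so without a spread within HH. With 1 library left out at a time, the calls of Amph, Cilp, Peg3, Scube1, Cyp39a1 and Fzd9 were kept in 1 of 7 fits, those of Park2 and Stra6 in 2, Lrrcc1 in 3, Lypd6, Katnal2 and Acaa2 in 4, Hadhb in 5, Cyp2e1 in 6, and Pttg1, Igfn1, Fabp3 and Mlph in 7.

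HL1002P against HH muscle compared the 2 mutant genotypes directly. Pttg1 was higher in HL1002P, 30.2 ± 2.70 against 1.45 ± 0.329 CPM (SD, n = 4 and 3; log2 fold change 4.37 ± 0.20, edgeR adjusted p = 4.9e-07). Pdzd3, a PDZ domain scaffold protein, was 1.74 ± 0.219 against 0.0360 ± 0.0129 CPM (log2 fold change 5.49 ± 0.35, adjusted p = 1.7e-05; 305 counts against 5). The third gene past the test, the predicted gene Gm5860, was named after its values were seen and was 4.27 ± 0.565 against 0.111 ± 0.0796 CPM (edgeR adjusted p = 0.0013). WT muscle held 32.4 ± 5.92 CPM of Pttg1, 1.67 ± 0.231 of Pdzd3 and 4.16 ± 1.84 of Gm5860. Immediate early genes were lower in HL1002P than in HH as a group (median −0.68, 0 of 20 past the test and 7 lower adjusted over the list alone; camera adjusted p = 6.5e-09; adjusted p = 0.706 with an estimated correlation). Fatty acid oxidation genes were higher in HL1002P (median 0.20, 0 of 26 past the test and 1 higher adjusted over the list alone; camera adjusted p = 6.2e-06; adjusted p = 0.713 with an estimated correlation). So were slow fibre genes (median 0.47, 0 of 20 past the test and 0 adjusted over the list alone; camera adjusted p = 9.1e-05; adjusted p = 0.713 with an estimated correlation) and tendon markers (median 0.68, 0 of 11 and 0; camera adjusted p = 9.1e-05; adjusted p = 0.706 with an estimated correlation). In all, 3 of 14580 genes passed, with 670 at an unadjusted p under 0.05 and 40 by DESeq2. Camera called 10 of 31 lists, 6 higher and 4 lower, and none with an estimated correlation.

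Genes near Bub1b were over-represented among the muscle calls, a comparison fixed because alleles made in 129 cells can carry linked 129 sequence on a mixed background. Of 266 tested genes starting within 20 Mb of Bub1b on chromosome 2, 7 (2.63%) changed in HL1002P muscle, against 9 of 14262 elsewhere. The odds ratio was 42.7 (95% interval 13.4 to 130; Fisher's exact test, 2-sided, p = 6.3e-09). In HH muscle 6 of the 266 changed against 49 elsewhere, an odds ratio of 6.69 (2.32 to 15.8; Fisher's exact p = 4.9e-04). With genes near Bub1b left out, 2 genes passed in HL1002P muscle and 49 in HH muscle. Ryr3, a ryanodine receptor calcium channel (112631354 to 113217405), rose by 1.62 ± 0.24 on the log2 scale in HL1002P and by 1.76 ± 0.25 in HH. Pla2g4e, a cytosolic phospholipase A2 (120166412 to 120245630), rose by 1.34 ± 0.15 and 1.14 ± 0.16, and the cyclin D1 binding protein gene Ccndbp1 (121008395 to 121016912) by 1.03 ± 0.13 and 0.97 ± 0.14. Ndufaf1, a complex I assembly factor (119655446 to 119662839), fell by 0.65 ± 0.09 and 0.71 ± 0.09, and the deaminase gene Adal (121140044 to 121159440) by 0.77 ± 0.11 and 0.78 ± 0.12. Mfap1a, a splicing factor (121492681 to 121506656), fell by 0.78 ± 0.12 in HL1002P and had a log2 fold change of −0.57 ± 0.13 in HH (edgeR adjusted p = 0.0754). The predicted gene Gm14085, named after its values were seen, had 1 count in all WT muscle, 454 in HL1002P and 303 in HH. Its ratios to WT were 473 (95% interval 84.4 to 18711) and 400 (71.3 to 15862), intervals that cover counting error only. In fat the share called near Bub1b did not differ from that elsewhere by the same test: 94 of 293 against 5056 of 15903 in HL1002P (odds ratio 1.01, Fisher's exact p = 0.900), and 61 of 293 against 3324 of 15903 in HH (0.995, p = 1). Ryr3 also rose in fat (log2 fold change 1.69 ± 0.46 in HL1002P and 2.16 ± 0.47 in HH), whereas Ndufaf1, Pla2g4e, Ccndbp1, Adal, Mfap1a and Gm14085 did not pass there. Of these, Gm14085 (1.60 ± 0.71 and 1.34 ± 0.71 in HL1002P and HH fat) and Ndufaf1 (−0.26 ± 0.23 and −0.32 ± 0.23) kept their muscle sign. So did Ccndbp1 (0.23 ± 0.09 and 0.12 ± 0.09) and Mfap1a (−0.12 ± 0.09 and −0.28 ± 0.09). Adal had the opposite sign (0.35 ± 0.15 and 0.30 ± 0.15), and Pla2g4e was at −1.85 ± 1.75 and 0.0020 ± 1.65. With DESeq2 the muscle odds ratios were 7.10 in HL1002P and 2.13 in HH, and with a 40 Mb window 21.4 and 3.36. With 1 library left out at a time, the HL1002P muscle call was kept in 8 of 8 fits for Pla2g4e, 7 for Ccndbp1, 6 for Ndufaf1, 4 for Adal, 3 for Ryr3 and 0 for Mfap1a.

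**Figure D2:**
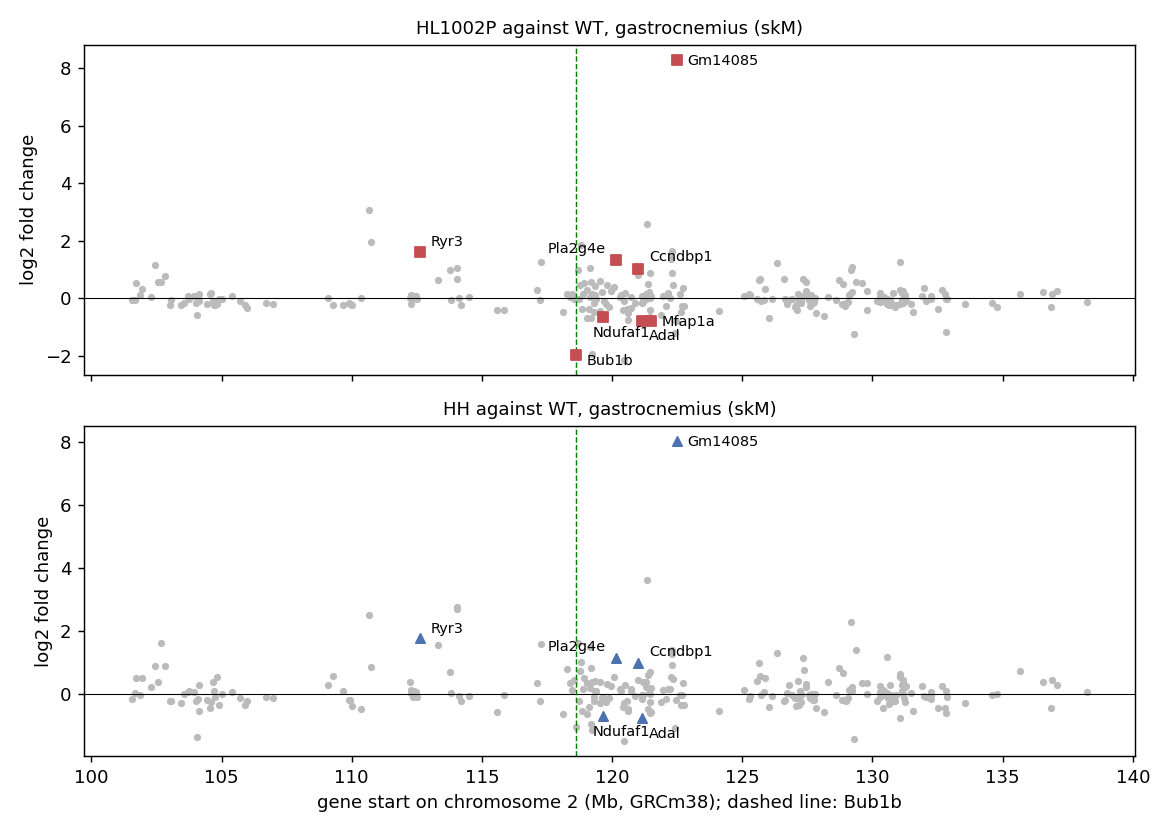
Log2 fold change against WT (vertical axis) of genes along chromosome 2 around Bub1b (horizontal axis, Mb) in muscle, 1 point per gene, for HL1002P and HH. Genes past the test are marked: 7 of 266 within 20 Mb in HL1002P and 6 in HH, apart from Bub1b.

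Fat, a tissue known to be depleted early in BubR1 hypomorphic mice, differed between HL1002P and WT in 5167 of 16266 genes, 2816 higher and 2351 lower. All 22 B and T lymphocyte markers rose, over all genes and adjusted over the list alone, with a median log2 fold change of 2.74. Cd4 rose from 25.5 ± 10.8 to 133 ± 45.6 CPM (SD, n = 4 and 4; log2 fold change 2.38 ± 0.42, edgeR adjusted p = 0.0078), Cd5 by 2.16 ± 0.36 on the log2 scale and Cd2 from 21.9 ± 8.23 to 87.7 ± 27.2 CPM. The camera adjusted p was 9.3e-11, and adjusted p = 0.749 with an estimated correlation. Collagen and extracellular matrix genes fell: 22 of 32 were lower and none higher, with 25 lower and 1 higher adjusted over the list alone. Col4a2, a basement membrane collagen, had a log2 fold change of −2.27 ± 0.48, fibrillin 1 (Fbn1) of −1.35 ± 0.27 and Fstl1 of −1.27 ± 0.25 (list median −1.44; camera adjusted p = 1.9e-07; adjusted p = 0.749 with an estimated correlation). Of 32 mitotic checkpoint and cell cycle genes, 25 rose over all genes and 28 adjusted over the list alone (median 1.44; camera adjusted p = 3.2e-07; adjusted p = 0.749 with an estimated correlation). Among them the helicase subunits Mcm2 and Mcm3 rose 2.82-fold and 2.58-fold (log2 SE 0.31 and 0.27), and Rrm2 of ribonucleotide reductase 3.73-fold (0.40).

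Fatty acid oxidation genes, adipocyte identity genes and endothelial markers were lower in HL1002P fat, in the libraries with the higher lymphocyte markers. Genes of fatty acid and triglyceride synthesis were not called (median −0.60, 4 of 24 lower over all genes and 2 adjusted over the list alone; camera adjusted p = 0.0638; adjusted p = 0.855 with an estimated correlation). Of 25 fatty acid oxidation genes 8 fell over all genes and 15 adjusted over the list alone (median −0.80; camera adjusted p = 2.6e-05; adjusted p = 0.749 with an estimated correlation). Cd36, a fatty acid transporter, fell from 3761 ± 1564 to 1150 ± 396 CPM (log2 fold change −1.71 ± 0.45, edgeR adjusted p = 0.0187). Angptl4, an inhibitor of lipoprotein lipase, fell from 948 ± 427 to 336 ± 42.1 CPM, and Cpt1a, which admits fatty acids to mitochondria, had a log2 fold change of −0.75 ± 0.17. Of 24 adipocyte identity genes 13 fell over all genes, and 16 fell and 1 rose adjusted over the list alone (median −1.12; camera adjusted p = 1.3e-04; adjusted p = 0.749 with an estimated correlation). Of 16 endothelial markers 10 fell over all genes and 12 adjusted over the list alone (median −0.83; camera adjusted p = 4.5e-05; adjusted p = 0.749 with an estimated correlation). Cdh5, the endothelial cadherin, fell by 1.20 ± 0.23 on the log2 scale, Robo4 by 1.10 ± 0.22 and the angiopoietin receptor Tek by 1.01 ± 0.19. Camera called 12 of 31 lists, 3 higher and 9 lower, and with an estimated correlation none.

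Among genes that met the naming rule, the largest rises in HL1002P fat were those of Hamp, hepcidin (5.12 ± 0.71 on the log2 scale), Bpifb3 (5.05 ± 0.85) and Gchfr (4.46 ± 0.40), the feedback regulator of GTP cyclohydrolase. Hamp has a close paralog, Hamp2, and no rule for reads that map to several places was given, so its count is uncertain. Gchfr lies near Bub1b (119167788 to 119172389) and went from 0.438 ± 0.167 to 9.65 ± 3.002 CPM (SD, n = 4 and 4; edgeR adjusted p = 0.0024). Madcam1, an addressin of high endothelial venules, rose by 4.44 ± 0.58, the potassium channel gene Kcng1 by 4.16 ± 0.49, Nxph1 by 4.14 ± 0.86, the mast cell protease gene Mcpt2 by 3.97 ± 0.91 and the B cell receptor gene Fcrl5 by 3.89 ± 0.85. The largest falls by that rule were in genes whose WT libraries spread widely. Lipf, gastric lipase, was 24.1 ± 27.8 CPM in WT and 0.174 ± 0.0756 in HL1002P (log2 fold change −7.10 ± 1.49, edgeR adjusted p = 0.010), and Tph2, tryptophan hydroxylase 2, was 90.8 ± 109 and 0.757 ± 0.314 (−6.93 ± 1.41). Tmem132b (−5.49 ± 1.31), the integrin gene Itgad (−5.34 ± 1.58), Tekt1 of cilia (−5.09 ± 1.28), Mogat2 of triglyceride synthesis (−4.41 ± 0.94), Hapln4 (−4.18 ± 1.14) and Sez6l (−4.05 ± 0.84) followed. The edgeR test left 7481 genes at an unadjusted p under 0.05. The gene count was 7995 with limma voom, 7648 among libraries with Y-linked transcripts, 2023 without HL1002P replicate 1, and by edgeR 0 among libraries with Xist (2 WT and 1 HL1002P; 894 at an unadjusted p under 0.05) and 0 with the mean of the lymphocyte markers as a covariate (439). With 1 library left out at a time, the call of Angptl4 was kept in 5 of 8 fits, those of Cd36 and Hapln4 in 4 and that of Itgad in 3.

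HH fat changed in 3391 of 16266 genes, 1993 higher and 1398 lower, with 6418 at an unadjusted p under 0.05. Of 22 B and T lymphocyte markers 19 rose over all genes and 21 adjusted over the list alone, with a median of 2.17 (camera adjusted p = 2.8e-10; adjusted p = 0.822 with an estimated correlation). Cd4 rose from 25.5 ± 10.8 to 142 ± 49.3 CPM (SD, n = 4 and 4; log2 fold change 2.47 ± 0.42, edgeR adjusted p = 0.0113), Cd3e by 1.93 ± 0.37 and Cd5 by 1.90 ± 0.36. Of 32 collagen and extracellular matrix genes 19 fell and 1 rose over all genes, and 24 fell and 3 rose adjusted over the list alone (median −1.37; camera adjusted p = 2.2e-07; adjusted p = 0.822 with an estimated correlation). The fibrillar collagen gene Col5a2 had a log2 fold change of −1.81 ± 0.41, Fbn1 of −1.41 ± 0.27 and Fstl1 of −1.22 ± 0.25. Of 32 mitotic checkpoint and cell cycle genes 11 rose and 1 fell over all genes, and 19 rose and 1 fell adjusted over the list alone (median 1.14; camera adjusted p = 3.6e-05; adjusted p = 0.822 with an estimated correlation). The gene that fell was Pttg1, from 26.6 ± 7.02 to 7.66 ± 1.76 CPM (log2 fold change −1.80 ± 0.22, edgeR adjusted p = 0.0090), while Mcm2 and Mcm3 rose by 1.39 ± 0.31 and 1.26 ± 0.27. Of 25 fatty acid oxidation genes 6 fell and 1 rose over all genes, and 9 fell and 1 rose adjusted over the list alone (median −0.76; camera adjusted p = 7.6e-05; adjusted p = 0.822 with an estimated correlation). Angptl4 (−1.66 ± 0.40 on the log2 scale), Etfdh of the electron transfer chain of fatty acid oxidation (−1.01 ± 0.29) and Cpt1a (−0.93 ± 0.17) were among those that fell.

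By the same rule the largest rises in HH fat were those of Mup9 (5.24 ± 1.13 on the log2 scale), of the major urinary protein family, Gchfr (5.15 ± 0.41), Bpifb3 (5.09 ± 0.86) and Hamp (4.69 ± 0.70). Mup9 belongs to a family of nearly identical genes, so its counts cannot be assigned to it alone. The prostaglandin D synthase gene Ptgds rose by 4.69 ± 1.11, Fcrl5 by 4.14 ± 0.86, the potassium channel gene Kcnf1 by 4.06 ± 0.53 and Il22ra2, a decoy receptor of interleukin 22, by 4.01 ± 0.86. Lipf was 0.0412 ± 0.0825 CPM, 8 counts in all and 0 in every library but 1 (log2 fold change −8.86 ± 1.67), and Tph2 was 0.258 ± 0.162 CPM (−8.39 ± 1.54). The Lipf value was −12.95 without HH replicate 1, so its size rests on those 8 counts. Grid1 (−7.24 ± 1.22, with 7 counts in all HH libraries), histidine ammonia lyase (Hal, −6.65 ± 1.58), transferrin receptor 2 (Tfr2, −6.09 ± 1.03), Sez6l (−5.92 ± 0.94) and Gsg1l (−5.79 ± 1.14) fell too. Mest, an imprinted gene known to rise in expanding fat, fell from 467 ± 305 to 9.07 ± 8.65 CPM (log2 fold change −5.69 ± 1.16, edgeR adjusted p = 0.0128). Camera called 14 of 31 lists, 3 higher and 11 lower, and with an estimated correlation none. The gene count was 5156 with DESeq2, 6246 among libraries with Y-linked transcripts, 829 without HH replicate 3, and by edgeR 0 with Xist (2 WT and 1 HH; 2756 at an unadjusted p under 0.05) and 0 with the lymphocyte covariate (869). With 1 library left out at a time, the calls of Angptl4 and Etfdh were kept in 4 of 8 fits and that of Hal in 6.

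**Figure D3:**
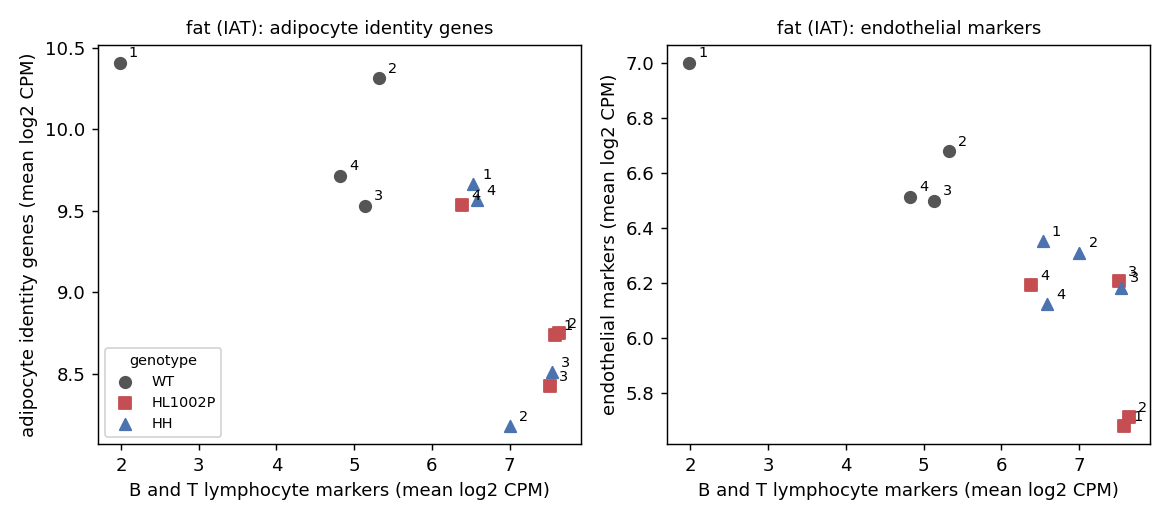
Mean log2 CPM of the adipocyte identity genes and of the endothelial markers (vertical axes) against that of the B and T lymphocyte markers (horizontal axes), 1 point per fat library, by genotype. The lymphocyte mean spans 1.99 to 5.32 in WT, 6.39 to 7.64 in HL1002P and 6.53 to 7.54 in HH, and no WT library reaches a mutant one.

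Markers of other cell types moved with the genotype in fat. The mean log2 CPM of the lymphocyte markers was 4.32 ± 1.57 (SD, n = 4) in WT, 7.28 ± 0.60 (n = 4) in HL1002P and 6.92 ± 0.47 (n = 4) in HH. That of the adipocyte identity genes was 9.99 ± 0.44 (SD, n = 4), 8.86 ± 0.47 and 8.98 ± 0.75. The adipocyte values overlapped, at 9.53 to 10.41 in WT, 8.42 to 9.54 in HL1002P and 8.18 to 9.67 in HH. HL1002P replicate 4 (9.54) and HH replicates 1 and 4 (9.67 and 9.57) lay within the WT range. Of 24 adipocyte identity genes in HH fat 2 fell and 1 rose over all genes. Adjusted over the list alone 1 fell and 1 rose (median −0.92, camera adjusted p = 0.0030, with an estimated correlation 0.822). Of 16 endothelial markers in HH fat 5 fell over all genes. Adjusted over the list alone 7 fell and 1 rose (median −0.53, camera adjusted p = 0.0091, with an estimated correlation 0.822). Muscle marker genes held up to 1.84% of the counts in WT, up to 0.670% in HL1002P and up to 1.57% in HH fat. Without the 2 libraries richest in them, WT replicate 3 and HH replicate 1, 5523 genes changed in HL1002P and 4380 in HH.

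Between HL1002P and HH fat edgeR called 0 of 16266 genes; 535 had an unadjusted p under 0.05, DESeq2 called 22 and limma voom 5. The genes with the smallest p that were higher in HL1002P were Pttg1 (24.4 ± 3.24 against 7.66 ± 1.76 CPM; SD, n = 4 and 4), Slfn8 of the schlafen family (30.6 ± 9.09 against 2.85 ± 1.09) and Mst1, macrophage stimulating protein (2.25 ± 0.580 against 0.0934 ± 0.0348). Their edgeR adjusted p was 0.0550 each. Those lower in HL1002P were Myrip (log2 fold change −1.20 ± 0.25), Pkdcc (−0.61 ± 0.13) and Adcyap1r1 (−1.14 ± 0.24), each with an edgeR adjusted p of 0.839. Genes of fatty acid and triglyceride synthesis were lower in HL1002P as a group (median −0.62, 0 of 24 past the test and 1 lower adjusted over the list alone; camera adjusted p = 3.9e-07; adjusted p = 0.775 with an estimated correlation). Endothelial markers were lower in HL1002P (median −0.27, 0 of 16 past the test and 0 adjusted over the list alone; camera adjusted p = 6.1e-06; adjusted p = 0.775 with an estimated correlation). Adipocyte identity genes had a median of −0.32 (0 of 24 and 0 adjusted over the list alone) and B and T lymphocyte markers of 0.36 (0 of 22 and 0; camera adjusted p = 0.0307 each; adjusted p = 0.936 each with an estimated correlation). Circadian clock genes had a median of −0.37 (0 of 19 past the test and 0 adjusted over the list alone; camera adjusted p = 6.3e-05; adjusted p = 0.775 with an estimated correlation). Camera called 9 of 31 lists, 3 higher and 6 lower, and with an estimated correlation none.

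**Figure D4:**
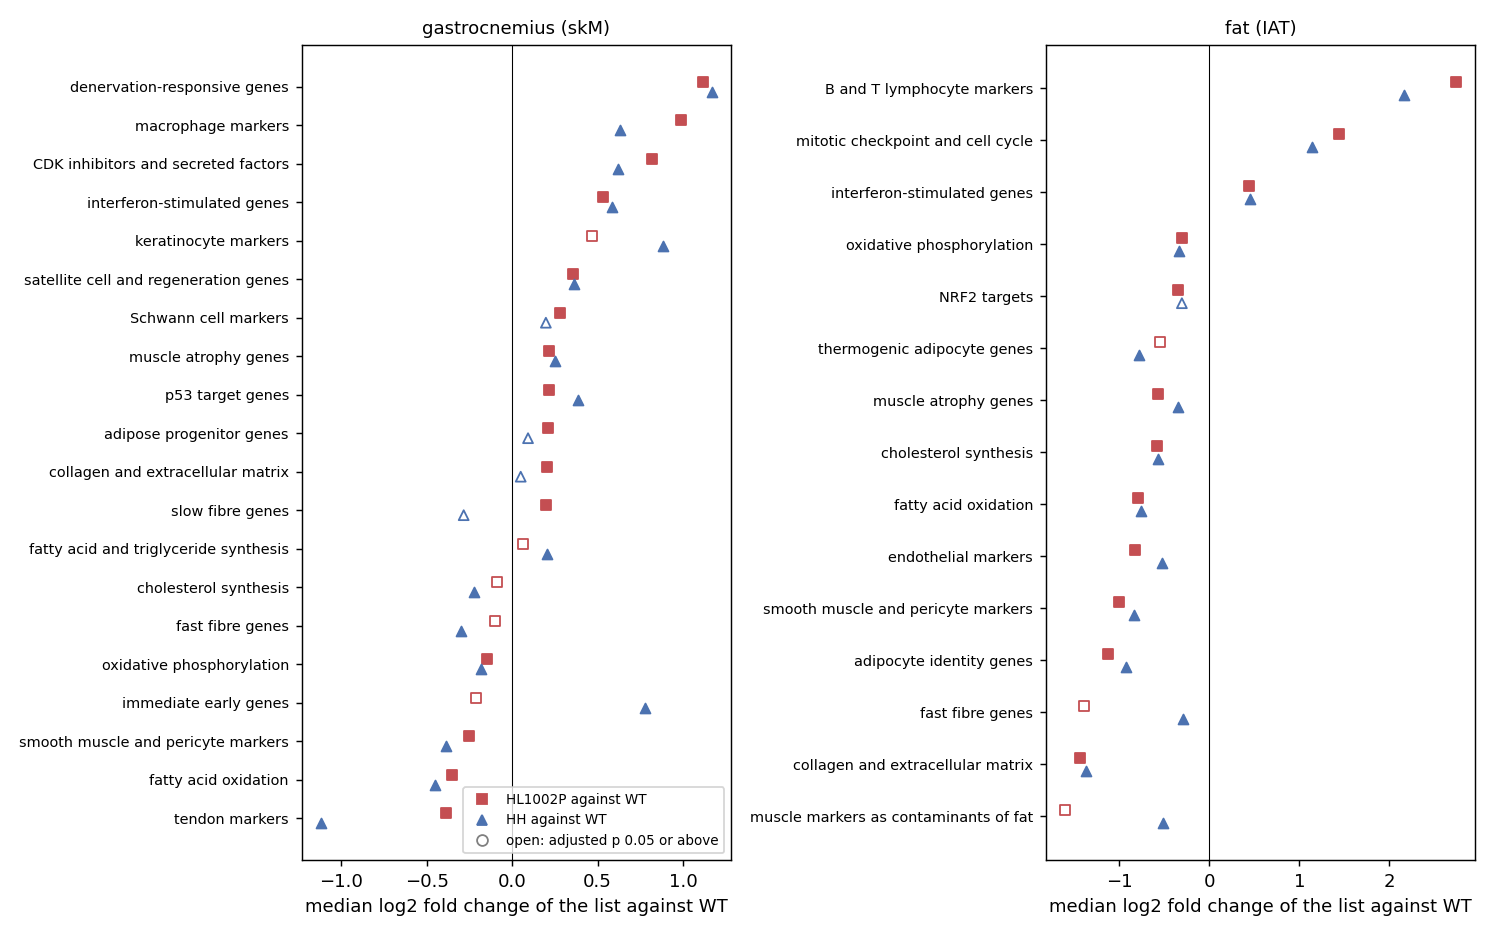
Median log2 fold change against WT (horizontal axis) of the gene lists called in a comparison (vertical axis), in muscle and in fat, for HL1002P and HH. In fat the lymphocyte markers have the highest medians, 2.74 and 2.17, and collagen and extracellular matrix genes have −1.44 and −1.37. Muscle markers, called in HH only, have −1.60 and −0.51.

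The genes changed in both mutants were counted, with the same WT libraries in both comparisons. In muscle 12 genes passed in both with the same sign (8 higher, 4 lower) and none with opposite signs, where independent lists would share 0.0219 higher and 0.0107 lower. In fat 2935 genes passed in both with the same sign (1786 higher, 1149 lower) and 1 with opposite signs, where independent lists would share 345 and 202. Simulated unchanged groups with a shared control shared 0 genes in 20 draws in each tissue. Unchanged groups give few calls to share, so this count cannot measure what the shared control adds. The covariance of the 2 log2 fold changes across genes was 0.216 in muscle and 0.828 in fat, against simulated means of 0.0026 and 0.0093. The simulated correlations were only 0.0372 and 0.0602 on average, so the simulated groups carried little of the error of a shared control. The simulated covariances therefore cannot measure what the shared control adds either. With the WT libraries split between the comparisons, over 6 assignments, HL1002P had 0 to 6 calls and HH 8 to 17 in muscle, and 0 to 6727 and 0 to 5615 in fat, so some assignments had few or no calls to share. The shared count was 0 to 2 in muscle (median 0.5) and 0 to 9 in fat (median 1), and the covariance was 0.135 to 0.186 and 0.297 to 0.784.

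The effect of a mutant genotype was compared between the tissues by an interaction test. For HL1002P it differed in 2255 of 11870 genes, 1057 with the higher effect in muscle and 1198 in fat, with 4431 at an unadjusted p under 0.05. Of the 2255 genes, 1918 were called against WT in fat and 5 in muscle. Col4a2 had a muscle effect of 0.05 and a fat effect of −2.27 (difference 2.25 ± 0.55, edgeR adjusted p = 0.0155), Fstl1 of 0.31 and −1.27 (1.51 ± 0.35), and Mcm3 of 0.35 and 1.37 (−1.09 ± 0.33). Adal had effects of −0.77 in muscle and 0.35 in fat, where it did not pass against WT (edgeR adjusted p = 0.0883), a difference of −1.19 ± 0.17 (adjusted p = 0.0078). For HH the effect differed in 877 genes, 398 higher in muscle and 479 in fat, with 3346 at an unadjusted p under 0.05. Of the 877 genes, 659 were called against WT in fat and 13 in muscle. Pttg1 had an effect of −4.48 in muscle and −1.80 in fat (difference −2.75 ± 0.31, edgeR adjusted p = 2.2e-04). Katnal2 had effects of 2.39 and −0.73 (3.05 ± 0.57), Mest of −0.74 and −5.69 (4.88 ± 1.17), and Amph of −2.50 and 1.89 (−4.45 ± 0.60). The HL1002P count went from 848 without fat HL1002P replicate 1 to 4796 with limma voom, and was 1404 with the replicate number as an animal; the HH count went from 126 without muscle HH replicate 1 to 1707 without fat WT replicate 3, and was 1624 with DESeq2. Libraries of the same genotype and number in both tissues had the same sex pattern in 9 of 11 cases, and the test treated all 23 libraries as independent.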

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

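The tests of adipocyte share and of sex on the fat changes were chosen after the result was seen, and the lymphocyte covariate was added after the data were seen. The list of lymph node genes was drawn up after the rise of Madcam1, a member of it, had been seen.

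Calls near Bub1b in muscle were the first pattern weighed. Linked 129 sequence around the mutated locus predicts more calls near it, and the odds ratios were 42.7 in HL1002P and 6.69 in HH, so linked variants may account for the 7 and 6 genes called there. In fat 94 calls lay within 20 Mb in HL1002P against 5056 elsewhere, and 61 against 3324 in HH. Linked variants there can thus explain few of the fat calls. The fat odds ratios of 1.01 and 0.995 cannot tell whether some of those few are linked. Elsewhere 31.8% and 20.9% of genes were called too, which would hide a few linked calls. Ryr3 rose in both tissues, whereas Gchfr rose in fat and did not pass in muscle (edgeR adjusted p = 0.415 and 0.133). An effect of lower BubR1 on these neighbours stays open as a biological explanation and was not tested. Strain variants away from Bub1b on the mixed background were not tested for any call, those of Pttg1 and Pdzd3 in muscle included.

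For the second pattern, the many changed genes of mutant fat, a lower share of adipocytes alone would raise the markers of every other cell type, but the higher of the endothelial medians of both mutants was −0.53. Fewer female libraries among the mutants are argued against as the whole cause, since with a sex covariate the lower of the ratios of changed genes was 0.745. A larger share of lymph node tissue may contribute: of 14 genes of lymph node stroma, high endothelial venules and follicles, 1 of them in another list, 12 were tested, all with counts in WT fat, and the lower of the medians was 2.40, with 10 and 9 genes higher. Among them, named after their values were seen, were Glycam1, at 105 ± 113, 266 ± 232 and 233 ± 175 CPM in WT, HL1002P and HH (not past the test), and Cxcl13, at 24.9 ± 20.8, 238 ± 126 and 218 ± 28.7. Some fat depots, inguinal fat among them, hold a lymph node, the labels do not say which depot IAT is or whether a node was removed, and whether the genotype or the dissection brought these transcripts stays open.

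Higher Cdkn2a in mutant fat was the third pattern. With the mean of the lymphocyte markers as a covariate its log2 fold change went from 1.90 ± 0.45 to 0.88 ± 0.69 (SE) in HL1002P and from 1.84 ± 0.45 to 0.92 ± 0.65 in HH, the higher ratio being 0.502. The call ended because the estimate shrank and its error grew. Transcripts of added lymphoid cells and an effect of the genotype cannot be told apart here, because no WT library reached the lymphocyte level of a mutant one.

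Other splits of the same libraries were fitted for each count of genes. In HL1002P against WT muscle the real split gave 17 genes and 2 of 35 splits as many, the real one included. The other, with 18, was the split by sex pattern, so chance cannot be excluded for the count. A sex covariate gave 15 genes. The count does not weigh where the genes lie. Apart from Bub1b, 7 of 266 tested genes within 20 Mb of it were called (odds ratio 42.7, Fisher's exact p = 6.3e-09). This argues against an even spread of the calls over the tested genes. Fisher's test counts genes as independent, and neighbours measured in the same libraries may vary together. It therefore does not measure chance between libraries for those 7, and the splits were not scored by position. In HH against WT muscle the real split gave 55, and the highest other of 35 splits 2, which argues against chance (1 split as large, the real one). A share of 1 in 35 is the smallest these splits can give, and several counts were tested, so chance is not excluded. In HL1002P against HH muscle it gave 3 and 2 of 35 splits as many, the highest other 4, so chance cannot be excluded for a count of this size. The splits test the count alone: among its genes, Pttg1 (edgeR adjusted p = 4.9e-07) and Pdzd3 (edgeR adjusted p = 1.7e-05) kept their calls in 7 of 7 fits with 1 library left out. The labels do not say that the numbers mark pairs, but by the correlation check they may pair these libraries. If so, the 8 splits that part all 3 pairs, as the real one does, are too few for a share under 0.05. The highest other of them gave 1, and the split with 4 was among the 27 that keep a pair together. In fat the real split gave 5167 for HL1002P against WT, with 732 the highest other of 35 splits. For HH against WT it gave 3391, with 0 the highest other. Both argue against chance, with the same limit (1 split as large). For HL1002P against HH fat the real split gave 0, so there was no count for chance to explain. The highest other of 35 splits gave 91, and what set its groups of libraries apart was not tested. For the interaction the real counts were 2255 in HL1002P, with 812 the highest other of 100 splits, and 877 in HH, with 78. Both argue against chance (1 split as large).

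The effect of the genotype differed between tissues by the interaction test in 2255 genes for HL1002P and 877 for HH, and in 21 of 53 effects of named genes tested, with Fstl1 in both mutants. Of the 2255 and 877 genes, 1918 and 659 were called against WT in fat, and 5 and 13 in muscle. Lymphocyte and adipocyte markers differed in fat, and the interaction test had no term for them. It cannot part a genotype effect from a shift of cell types in fat. For HH the muscle effect minus the fat effect was −4.45 on the log2 scale for Amph, −2.75 for Pttg1, −1.67 for Lrrcc1, 1.30 for Fstl1, 1.80 for Col5a2, 2.47 for Cilp, 3.05 for Katnal2, 3.86 for Peg3 and 4.88 for Mest. For HL1002P the same difference was −1.31 for Mcm2, −1.19 for Adal, −1.09 for Mcm3, −0.73 for Mfap1a, 0.73 for Ccndbp1, 0.95 for Cdh5, 1.09 for Robo4, 1.36 for Apod, 1.39 for Fbn1, 1.51 for Fstl1, 2.25 for Col4a2 and 5.59 for Tekt1.

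Single libraries stood far from the 3 others of their group in 18 of 168 groups of named genes tested, where chance gives about 1 in 20, or 8.4. In muscle these were Adal in HL1002P replicate 1 (11.6 CPM, others 14 to 14.5), Glo1 in WT replicate 2 (189, others 214 to 216), Nudt16 in WT replicate 1 (6.20, others 8.19 to 8.53) and Scube1 in WT replicate 2 (1.34, others 0.664 to 0.700). Fat HL1002P replicate 4 stood apart in Bub1b (6.12 CPM, others 18.6 to 22.1), Mcm2 (24.9, others 55.6 to 63.9), Cd36 (1741, others 898 to 995) and Fstl1 (248, others 154 to 160). Fat WT replicate 1 was low in Cd4 (9.41 CPM, others 29.4 to 31.9), Cd3e (4.32, others 13.5 to 14.5), Il22ra2 (0.133, others 2.56 to 2.87) and Fcrl5 (0.0885, others 0.840 to 1.19). Bpifb3 in fat WT replicate 2 was 0.192 CPM (others 0.0885 to 0.101), and Hal in fat WT replicate 4 was 1.34 (others 34.5 to 62.4). Fat HH replicate 2 held 36.9 CPM of Fcrl5 (others 5.42 to 6.28) and 7.73 of Gchfr (others 17.6 to 18.9). Gsg1l was at 0 CPM in fat HH replicate 3 (others 0.199 to 0.264), and Lipf at 0.165 in fat HH replicate 1 (others 0). Groups of 3 libraries, HH muscle, were not tested.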

How the results depend on the processing

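Alternatives with libraries of 1 sex pattern, the lymphocyte covariate, fat without muscle-rich libraries and calls without genes near Bub1b were chosen after the data were seen. Of 1838 planned recomputations for 110 named gene values, 1599 kept direction and side of the threshold, 210 lost the call, 18 gained one and 11 reversed; 54 values kept both throughout. RLE size factors shared 17, 55 and 3 muscle calls and 5100 and 3302 fat calls with TMM. The over-representation near Bub1b in muscle kept its side of the threshold with DESeq2, windows of 10 and 40 Mb and each library left out. The odds ratios in HL1002P and HH were 7.10 and 2.13 with DESeq2, 74.4 and 11.6 with a 10 Mb window, 21.4 and 3.36 with a 40 Mb window, and 45.3 to 162 and 2.55 to 21.3 with 1 library left out. Bub1b in muscle rests on 154, 38 and 55 counts per genotype (WT, HL1002P, HH) and Cdkn2a on 12, 104 and 94, which limits their precision. Except where construction shows it (fewer samples or genes, another correlation), the cause was not tested.

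DESeq2, with 23 to 67 false calls on simulated data where edgeR had 3 to 11, gave 179, 628 and 40 genes in muscle (HL1002P against WT, HH against WT, HL1002P against HH), 5156 in HH and 22 in HL1002P against HH fat, 118 in both mutants in muscle, and 1624 for the HH interaction. Limma voom gave 7995 for HL1002P and 5 for HL1002P against HH fat, 4796 for the HL1002P interaction, and Bub1b log2 fold changes in fat of 1.02 in HL1002P (adjusted p = 0.0170, range over alternatives 0.0099 to 0.998) and −0.10 in HH. Fits of only the compared groups gave 8 genes in HL1002P and 85 in HH muscle, and 1 in HL1002P against HH fat. A stricter filter and thinning each gave 10 genes in HL1002P muscle, where leaving out genes near Bub1b left 2. A sex covariate gave 221 genes in HH muscle and −0.0822 for Bub1b in HH fat. The replicate number as a block gave 203 genes in HH muscle and 20 in both mutants. With the number as an animal the HL1002P interaction gave 1404. In HL1002P against HH muscle, where the numbers may pair, the block gave 0.13 for Cdkn2a. Thinning gave 0.025 there.

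Bub1b in HL1002P muscle lost its call with no filter (log2 fold change −1.96, adjusted p = 0.0600), only the compared groups (−1.95, 0.0749), the block (−1.97, 0.0871), the sex covariate (−1.97, 0.0573), thinning (−1.73, 0.0696), female-pattern libraries (−1.68, 0.301) and male-pattern libraries (−2.25, 0.530). Female-pattern libraries, with only 1 of HH muscle and 1 of each mutant's fat, gave 0 (1981 at an unadjusted p under 0.05), 15 and 1 genes in muscle and 0 in each mutant in fat (894 and 2756), with Bub1b in fat at −0.76 in HL1002P, −0.18 in HH and −0.59 between them. Male-pattern libraries gave 2 genes in HL1002P and 6 in HH muscle, 6246 in HH fat, Bub1b at 1.17 in HL1002P fat (adjusted p = 0.0367), and Cdkn2a in HL1002P against HH at 0.0406 in muscle and −0.0640 in fat. With the lymphocyte covariate edgeR called 0 genes in each mutant in fat (439 and 869 at an unadjusted p under 0.05) and 2 between them, and 4 lists in HH; Bub1b went to −0.35 and −0.93, and Cdkn2a between mutants to −0.0387. Without the 2 muscle-rich libraries that Cdkn2a value was −0.18.

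Camera with an estimated correlation called 0 lists in each of the 6 comparisons; fry called 1, 4 and 0 in muscle and 4, 3 and 0 in fat. With the WT libraries split, the shared count had a median of 0.5 in muscle and 1 in fat, where some assignments called 0 genes in a mutant.

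Leaving out 1 library moved the counts as follows. HL1002P muscle gave 3 to 13 genes: 11, 8, 4 and 8 without WT replicates 1 to 4, and 8 and 3 without HL1002P replicates 1 and 3. HH muscle gave 21 to 133: 32, 22 and 29 without WT replicates 1, 3 and 4, and 32, 133 and 21 without HH replicates 1 to 3. HL1002P against HH muscle gave 3 to 7, with 7 without HL1002P replicate 2 and 6 without HH replicate 1. HL1002P fat gave 2023 to 7018: 2332 and 3116 without WT replicates 1 and 2, and 2023, 2111 and 2448 without HL1002P replicates 1 to 3. HH fat gave 829 to 4170: 1355 and 1514 without WT replicates 1 and 2, and 1164 and 829 without HH replicates 2 and 3. Both mutants shared 2 to 11 genes in muscle (7, 4 and 7 without WT replicates 2 to 4, 2 without HL1002P replicate 3, 4 without HH replicate 3). In fat they shared 775 to 3860 (1137 and 1308 without WT replicates 1 and 2, 1665, 1646 and 1718 without HL1002P replicates 1 to 3, 1092 and 775 without HH replicates 2 and 3). The HL1002P interaction gave 848 to 4055: 1459 and 1388 without muscle WT replicate 1 and HL1002P replicate 4, 887 and 1455 without fat WT replicates 1 and 2, and 848, 892, 1099 and 4055 without fat HL1002P replicates 1 to 4. The HH interaction gave 126 to 1707: 445, 467 and 444 without muscle WT replicates 1, 3 and 4, 126 and 436 without muscle HH replicates 1 and 3, 287, 404 and 1707 without fat WT replicates 1 to 3, and 1485, 365 and 212 without fat HH replicates 1 to 3. Bub1b ranged from −2.12 to −1.88 in HL1002P muscle, losing its call without any 1 of the 8 libraries, from −0.11 to 0.27 in HH fat (negative without WT replicate 1 or HH replicate 3), and from 0.66 to 1.14 in HL1002P fat (past the test at 1.14 without HL1002P replicate 4). Cdkn2a in HL1002P against HH ranged from −0.36 to 0.23 in muscle and from −0.19 to 0.51 in fat.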

Other observations

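The gene lists here belong to the fixed set, and the genes of lymph nodes were listed after Madcam1 had been seen; no test of this part was otherwise chosen after its result. In HL1002P muscle interferon-stimulated genes were higher as a group (median log2 fold change 0.53, 0 of 27 past the test and 2 higher adjusted over the list alone; camera adjusted p = 2.0e-05; adjusted p = 0.599 with an estimated correlation). Schwann cell markers had a median of 0.28 (0 of 15 past the test and 2 higher adjusted over the list alone; camera adjusted p = 0.0023; adjusted p = 0.599 with an estimated correlation). Oxidative phosphorylation genes had a median of −0.15 (0 of 28 past the test and 0 adjusted over the list alone; camera adjusted p = 1.6e-06; adjusted p = 0.599 with an estimated correlation). In HH muscle immediate early genes were higher (median 0.78, 0 of 20 past the test, 7 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.0057; adjusted p = 0.635 with an estimated correlation). Keratinocyte markers, of which 7 of 19 were tested, had a median of 0.88 (0 past the test and 3 higher adjusted over the list alone; camera adjusted p = 0.0057; adjusted p = 0.332 with an estimated correlation).

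In fat, genes of thermogenic adipocytes were lower in HH (median −0.78; 4 of 20 fell and 2 rose over all genes and adjusted over the list alone; camera adjusted p = 0.0171; adjusted p = 0.822 with an estimated correlation). Cholesterol synthesis genes were lower in both mutants, with medians of −0.58 in HL1002P (7 of 22 fell and 2 rose, the same numbers adjusted over the list alone) and −0.57 in HH (4 fell over all genes and 2 adjusted over the list alone). Their camera adjusted p was 0.0318 and 0.0091, and adjusted p = 0.855 and 0.822 with an estimated correlation. Interferon-stimulated genes were higher, with 5 of 27 rising in HL1002P (0 adjusted over the list alone; median 0.44) and 4 in HH (6 adjusted over the list alone; median 0.45). Their camera adjusted p was 0.0318 and 0.0243, and adjusted p = 0.855 and 0.842 with an estimated correlation. Smooth muscle and pericyte markers fell in 4 of 13 members in each mutant (5 and 4 adjusted over the list alone; medians −1.01 and −0.84; camera adjusted p = 0.0023 and 0.0325; adjusted p = 0.749 and 0.822 with an estimated correlation).

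Genes of lymph node structures in fat, those here named after their values were seen, included Ccl19, a chemokine of lymph node stroma, at 37.4 ± 26.3 CPM (SD, n = 4) in WT, 178 ± 35.9 in HL1002P and 186 ± 74.5 in HH. Fcer2a, a receptor of follicular B cells, was 27.9 ± 21.4, 214 ± 96.9 and 184 ± 81.4 CPM. Lyve1, of lymphatic vessels and some macrophages, was 20.3 ± 5.64, 85.6 ± 39.6 and 93.7 ± 39.5 CPM. Each of these passed the edgeR test in both mutants, with log2 fold changes of 2.25 and 2.31 for Ccl19, 2.94 and 2.72 for Fcer2a, and 2.08 and 2.21 for Lyve1.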
